A study of Mus musculus with 2 samples.

How the data were processed

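Single-cell RNA sequencing libraries were made from the lungs of adult male mice, 8 to 12 weeks old, kept in normoxia or under intermittent hypoxia. Per the labels' protocols, the lungs of 3 mice per group were pooled before dissociation, and 1 droplet library was made from each pool. Each group therefore had 1 library. No test between the groups was possible, no p-value, standard error or number of changed genes is given, and no difference has a replicate check. Intervals are exact 95% Clopper-Pearson intervals for shares and exact Poisson intervals for counts. They cover counting error only, not differences between mice, pools or library preparations.

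The values are counts of unique molecular identifiers (UMIs) per gene and barcode, deposited by the authors without normalization. The counts were made with Cell Ranger 7.1.0, per the file headers. The genome and annotation are those of the mouse assembly mm10, per the labels. Whether reads inside introns were counted is not stated. The deposited barcodes all had at least 500 UMIs. The matrices list 32285 gene identifiers with 32245 symbols, and identifiers with the same symbol were summed. Gene positions and gene properties came from GENCODE release M21 on GRCm38, the same assembly as mm10 but another annotation release, matched by gene identifier. A position was found for 32129 symbols (99.6%).

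Barcodes were kept with at least 500 UMIs, at least 300 genes and at most 25% mitochondrial UMIs. Doublets were scored in each library with Scrublet in scanpy 1.11.5. The automatic threshold marked 0.0131% of the intermittent hypoxia barcodes, under the accepted minimum of 0.5%, so the highest scores were removed at the expected rate of 0.8% per 1000 cells, which came to 468 barcodes. In normoxia the automatic threshold marked 4.70% and its 409 calls were removed. The different treatment of the libraries was followed up with an alternative, chosen after the data had been seen, that removed doublets at the expected rate in both.

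Cells were scaled to 10000 UMIs and log transformed. Among genes, 2000 were chosen as most variable within each library and merged over both, without mitochondrial genes, ribosomal protein genes and members of the gene lists, so that the compared lists did not shape the clusters. Clusters came from 40 principal components, 20 neighbours and Leiden clustering at resolution 1, with no integration of the libraries (igraph 0.11.9, scikit-learn 1.9.0). A cluster was named from markers of 36 classes fixed before the data were examined, with at least 3 detected markers. It stayed unnamed where its 10 leading genes held more markers of another class, or where it had few UMIs and no marker among them. A cluster whose leading genes were mostly markers of division was called dividing. All class names mean cells like that type.

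UMIs were summed per class and library and expressed as CPM, the UMIs of a gene over all UMIs of that class and library on the usual scale, computed here from the deposited counts. Changes are log2 ratios of intermittent hypoxia over normoxia with a pseudocount of 1 CPM. Classes with at least 50 kept cells in each library were compared. The mitochondrially encoded share was the share of UMIs from the 13 mitochondrially encoded genes among these and 77 nuclear encoded subunits of oxidative phosphorylation (OXPHOS). Each fixed gene list was summarised by the median log2 ratio of its members with a mean of at least 20 CPM. Its percentile among 10000 random lists of the same size, matched on mean expression in 20 bins, describes these 2 libraries only. An alternative chosen after the data had been seen also matched the random lists on transcript length, intron length and GC content. A list with fewer than 5 members past the minimum in a class has no median there.

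Single genes were named by a rule of size set before the data were examined. In the 8 classes with most cells, the 3 highest and 3 lowest log2 ratios were taken among genes with a mean of at least 50 CPM and at least 50 UMIs, leaving out mitochondrial, ribosomal protein, haemoglobin and immunoglobulin genes, genes with an identifier in place of a name, and markers of other classes. The 5 genes that rose and the 5 that fell by at least 1 in most classes were added, with at most 4 members each of the clock and hypoxia lists. Shares of cells with a UMI were compared after thinning each cell to 1000 UMIs. For a count of 0 the upper limit given is 3 counts of the total, not the end of a Clopper-Pearson interval.

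The steps were tested on simulated class sums with 200 changed genes. Each was given a change well above the size rule, and both libraries were drawn from the same profile with counting error only. The shares below therefore do not measure false changes between real pools or library preparations. For the B class, 100% of the changed genes were recovered among 3473 genes and 0% of the unchanged genes passed the size rule. For the platelet class, the smallest compared class by UMIs, 98.5% were recovered among 2243 genes and 4.11% of the unchanged genes passed it.

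Alternatives changed the mitochondrial limit, the UMI minimum, the doublets, the clustering, the scaling, the pseudocount, the weighting of cells and the members of the lists.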

Results

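The series asked how lung cell types respond to intermittent hypoxia, and whether transcripts encoded in the nucleus and in mitochondria shift against each other. Oxygen was lowered from 21% to 6% in 75 seconds and returned to 21% in 45 seconds. These cycles of 120 seconds ran 30 times per hour through the light phase for 14 days, and the mice were killed while still exposed. Control mice stayed at 21% oxygen. Each of the 2 libraries came from the pooled lungs of 3 mice.

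The intermittent hypoxia library held 7860 barcodes with 73037503 UMIs, and the normoxia library held 9104 barcodes with 70991396 UMIs. After filtering, 7174 and 8302 cells remained. The median kept cell had 6109.5 UMIs and 2411.5 genes in intermittent hypoxia, against 5273.5 UMIs and 2242 genes in normoxia. The ratio of the median UMIs was 1.16 (95% counting interval 1.11 to 1.21), and the alternative that moved it most, a minimum of 1000 UMIs per cell, gave 1.19. The order of genes per cell turned at equal depth. Thinned to 1000 UMIs, the median was 678 genes in intermittent hypoxia and 700 in normoxia, with 415 and 286 shallower cells left out. Both libraries carried the male label: Ddx3y had 6712 and 9035 UMIs, and Xist had 18 and 16.

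The first comparison asked whether the makeup of the lung suspensions differed. The cells formed 27 named classes, which held 99.4% of the kept cells, and intervals of the shares lay apart between the libraries for 12 classes and overlapped for 15. Neutrophil-like cells were 3.65% of cells in intermittent hypoxia (interval 3.23 to 4.11) and 9.08% in normoxia (8.47 to 9.72). Classical monocyte-like cells were 1.74% (1.45 to 2.07) against 4.02% (3.61 to 4.47), and non-classical monocyte-like cells 1.21% (0.972 to 1.49) against 2.49% (2.17 to 2.85). General capillary endothelial-like cells were 12.3% (11.5 to 13) against 8.19% (7.61 to 8.80). Alveolar macrophage-like cells were 6.33% (5.78 to 6.92) against 3.38% (3.01 to 3.80). Alveolar type 1 (AT1) cells were 6.90% (6.32 to 7.51) against 3.95% (3.54 to 4.39), and 311 of the 495 AT1-like cells in intermittent hypoxia came from a cluster with a median of 917 UMIs, against 130 of 328 in normoxia. Shares sum to 100%, so a fall in one class raises the others. Over all classes, with unnamed cells counted as a further class, 16.7% of cells would have to change class to make the libraries alike. The value was 15.6% with a minimum of 1000 UMIs, the alternative that moved it most. Unnamed cells were 1.17% of cells in intermittent hypoxia and 0.193% in normoxia.

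**Figure D1:**
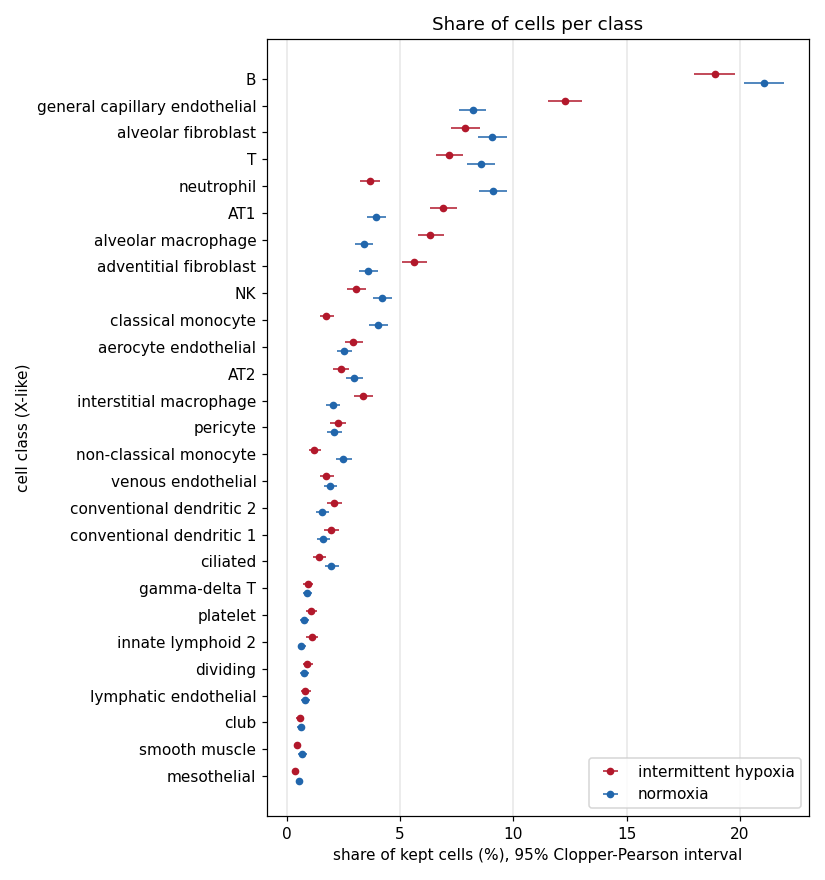
Share of kept cells (x axis, percent) in each named class (y axis) in the intermittent hypoxia library (red) and the normoxia library (blue), with 95% Clopper-Pearson intervals that cover counting error only. Neutrophil-like cells lie at 3.65% and 9.08%, and general capillary endothelial-like cells at 12.3% and 8.19%.

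The second comparison addressed the balance of mitochondrially and nuclear encoded transcripts. Over all kept cells, mitochondrially encoded genes gave 67.0% of OXPHOS UMIs in intermittent hypoxia (interval 66.9 to 67.1) and 72.0% in normoxia (72.0 to 72.1), a difference of -5.02 points. The share was lower in intermittent hypoxia in 23 of the 24 compared classes, in 22 of them with intervals apart. Differences ranged from -9.66 points in alveolar macrophage-like cells to 3.13 points in ciliated-like cells. The rise in ciliated-like cells depended on the processing: it was a fall, at -3.40 points, with called doublets kept, and a fall of -1.77 points with at most 10% mitochondrial UMIs per cell. In neutrophil-like cells the difference of -5.60 points was 2.75 points under that limit. Averaging each cell's own share moved the overall difference most, to -2.32 points.

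Both parts of the ratio moved. Nuclear encoded OXPHOS UMIs rose as a share of all UMIs in 24 of 24 classes, with a median log2 ratio of 0.55 (range 0.22 to 0.98). Mitochondrially encoded UMIs rose in 21 classes and fell in 3, with a median of 0.29 (range -0.28 to 0.70). With median-ratio scaling they rose in 23 and fell in 1, and the nuclear encoded UMIs rose in 24. By complex, the summed nuclear subunits had median log2 ratios over classes of 0.57 for complex I, 0.31 for complex II, 0.60 for complex III, 0.68 for complex IV and 0.47 for complex V. These values stand against a shift of all genes. The median log2 ratio of all genes over classes was -0.14 (range -0.31 to 0.02) under CPM, and scaling by the median ratio of genes removes it.

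**Figure D2:**
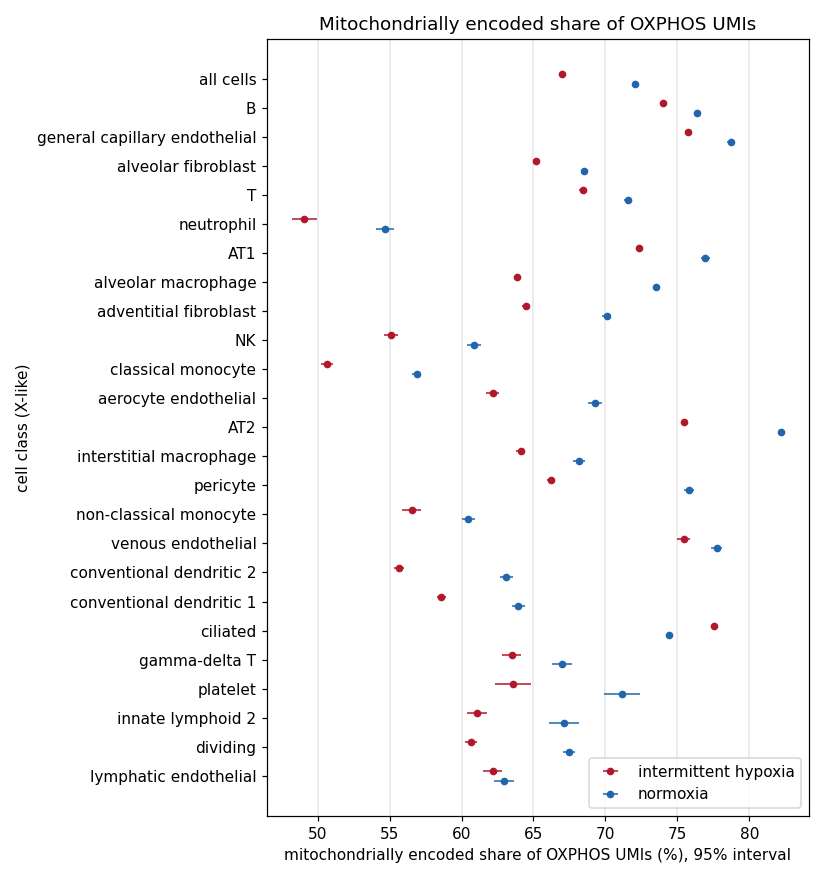
Mitochondrially encoded share of OXPHOS UMIs (x axis, percent) in all cells and in each compared class (y axis) in intermittent hypoxia (red) and normoxia (blue), with 95% Clopper-Pearson intervals. The share over all cells is 67.0% and 72.0%, and it is lower in intermittent hypoxia in 23 of 24 classes.

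The 13 mitochondrially encoded genes did not move alike. Over all kept cells mt-Atp6 (chromosome MT, 7927 to 8607) had 4698 CPM in intermittent hypoxia and 3332 in normoxia, a log2 ratio of 0.50, and rose in 23 of 24 classes. The neighbouring mt-Atp8 (MT, 7766 to 7969), which overlaps it, had 66.0 and 177 CPM, a log2 ratio of -1.41, and fell in 24 of 24 classes. In the same way mt-Nd4 (MT, 10167 to 11544) rose by 0.22 and the overlapping mt-Nd4l (MT, 9877 to 10173) had a log2 ratio of -0.87. The lowest log2 ratio was that of mt-Nd6 (MT, 13552 to 14070, minus strand), at -1.54.

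Fixed gene lists were compared next. The nuclear encoded OXPHOS list had a median log2 ratio over classes of 0.58 and lay above the 97.5th percentile of expression-matched random lists in 24 of 24 classes. Ribosomal protein genes also rose: the cytosolic list had a median of 0.71 and the mitochondrial list one of 0.46, each above that percentile in 23 classes. With random lists matched on transcript length, intron length, GC content and expression, the nuclear encoded OXPHOS list was above it in 23 classes, the cytosolic list in 20 and the mitochondrial list in 21. Both were above 0 in 24 classes, except that the mitochondrial list was so in 23 when CPM left out mitochondrially encoded genes. The list of hypoxia-inducible factor (HIF) targets and hypoxia genes had a median over classes of 0.19, was above 0 in 22 of 24 classes (21 when CPM left out mitochondrially encoded genes) and lay above the 97.5th percentile in 14, but in 3 with lists matched on the 4 properties. It was highest in general capillary endothelial-like cells, at 0.88, followed by pericyte-like cells at 0.70 and aerocyte-like cells at 0.63. The circadian clock list was below 0 in 18 of 18 classes with enough members (17 with median-ratio scaling), with a median over classes of -0.44, and lay below the 2.5th percentile in 4, or in 3 with lists matched on the 4 properties. The antioxidant list had a median over classes of 0.28 and lay above the 97.5th percentile in 18, but in 4 with lists matched on the 4 properties. Medians over classes were smaller for the mitochondrially encoded list at 0.16, the immediate early and heat shock list at 0.15, the inflammation list at 0.10 and the interferon list at 0.14. For mitochondrial biogenesis, dynamics and quality control it was -0.05, and 0.10 with median-ratio scaling, so that the direction of this list depended on the scaling. Median-ratio scaling was the alternative that moved the nuclear encoded OXPHOS list most, to 0.73.

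**Figure D3:**
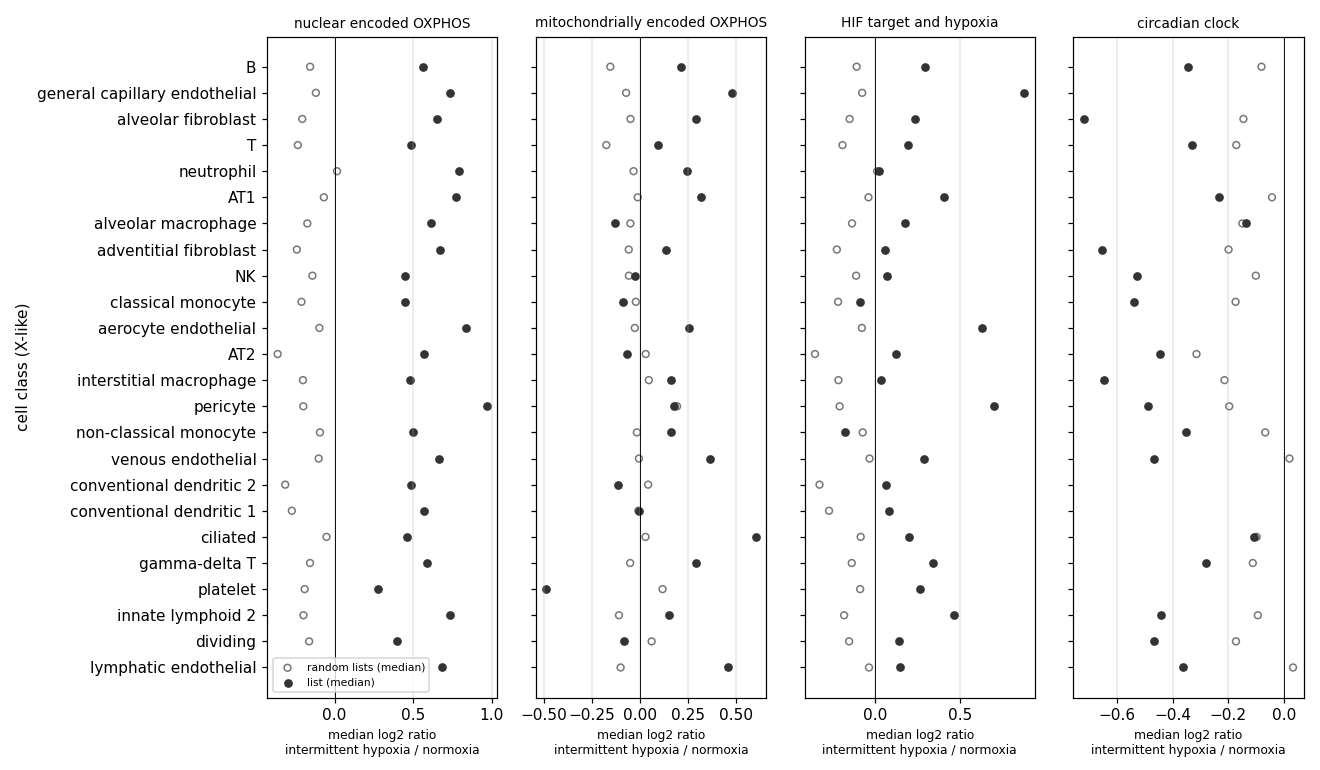
Median log2 ratio of intermittent hypoxia over normoxia (x axis) in each compared class (y axis) for 4 gene lists (filled points), with the median of the expression-matched random lists (open circles). The nuclear encoded OXPHOS list lies above 0 in 24 classes and the clock list below 0 in the 18 classes in which it has enough members, or in 17 of them with median-ratio scaling.

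Members of the lists differed in direction. In the clock list Dbp (chromosome 7, 45705088 to 45710203) rose in 6 of 6 classes with a median log2 ratio of 2.23, and Nr1d1 (chromosome 11, 98767932 to 98775333) rose in 7 of 8. Npas2 (chromosome 1, 39193731 to 39363236) fell in 6 of 7 classes with a median of -0.93, and Rora (chromosome 9, 68653786 to 69388246) fell in 16 of 18 with a median of -0.75. Among other clock members, Arntl fell in 20 of 20 classes, Per1 in 19 of 19 and Nfil3 in 16 of 17, while Per3 rose in 4 of 4. The list median below 0 is therefore not a fall of all clock genes. In the hypoxia list Ankrd37 rose in 4 of 4 classes with a median of 3.98, Gapdh (chromosome 6, 125161715 to 125166467) rose in 23 of 24 with a median of 0.92, and Ddit4 (chromosome 10, 59949669 to 59951834) fell in 6 of 7 with a median of -0.97. Egln3 (chromosome 12, 54178981 to 54203860) passed the expression minimum in 1 class, with 25 and 11 UMIs in gamma-delta T-like cells. Other members of this list moved broadly in both directions. Pfkfb3 fell in 22 of 22 classes with a median of -0.72, P4ha1 in 21 of 22 and Hk2 in 13 of 14. Tpi1 rose in 23 of 23 with a median of 0.72, and Aldoa in 23 of 24. Tpi1 and Aldoa are shorter genes than Pfkfb3, P4ha1 and Hk2, so the trend with intron length given under other observations may contribute to this split. Ddit4 is also a short gene but fell.

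The question for single genes was which changed most in each class. The median absolute log2 ratio per class had a median of 0.38 over classes, from 0.28 in ciliated-like to 0.59 in pericyte-like cells, and the alternative that moved it most, median-ratio scaling, gave 0.35. In general capillary endothelial-like cells Ankrd37 (ENSMUSG00000050914, protein coding, chromosome 8, 45996902 to 46005707, minus strand) had 748 UMIs or 263 CPM in intermittent hypoxia (interval 244 to 282) and 24 UMIs or 8.63 CPM in normoxia (5.53 to 12.8), a log2 ratio of 4.77. Ntrk2 (ENSMUSG00000055254, chromosome 13, 58806569 to 59133970) had 585 CPM (557 to 614) against 23.7 (18.4 to 30.2), a log2 ratio of 4.57. Cd74 (chromosome 18, 60803848 to 60812652) had 1304 CPM against 184, and was highest in conventional dendritic 1-like cells, at 19595 CPM. Cyp26b1 (ENSMUSG00000063415, chromosome 6, 84571414 to 84593908) had 16.1 CPM (11.8 to 21.5) against 246 (228 to 265), a log2 ratio of -3.85. Zbtb16 (chromosome 9, 48654297 to 48836222) and Tshz2 (chromosome 2, 169633013 to 170071816) had log2 ratios of -2.63 and -2.21, and 10 cells held 55.0% of the Tshz2 UMIs.

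At 1000 UMIs per cell, 19.1% of general capillary endothelial-like cells had an Ankrd37 UMI in intermittent hypoxia (interval 16.4 to 22.1) and 0.774% in normoxia (0.252 to 1.80). Thinning left out 106 and 34 shallower cells, and unthinned the shares were 39.0% and 2.21%. In B-like cells, taken as background, the thinned shares were 2.08% and 0.808% with 5 and 14 cells left out, and the unthinned shares 9.68% and 4.46%, so the normoxia value did not exceed background. Ntrk2 was found in 40.5% and 2.94% of general capillary endothelial-like cells, and in 0.0741% and 0% of B-like cells. Unthinned, these shares were 59.8% and 6.91%, and 0.517% and 0%. A count of 0 in the 1733 thinned B-like cells of normoxia allows a share of up to 0.173%. The median B-like cell had 4934.5 UMIs in intermittent hypoxia and 4237 in normoxia, and the median general capillary endothelial-like cell had 2360 and 2997.

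**Figure D4:**
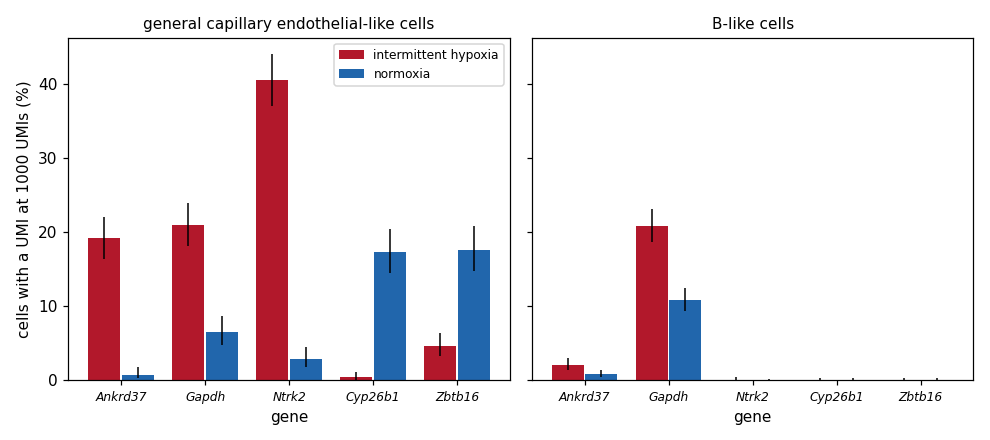
Share of cells with at least 1 UMI of a gene after thinning each cell to 1000 UMIs (y axis, percent, from 0) for 5 genes (x axis), in general capillary endothelial-like cells (left) and B-like cells (right). Bars are the intermittent hypoxia (red) and normoxia (blue) libraries and lines are 95% Clopper-Pearson intervals. Ankrd37 is at 19.1% and 0.774% in the left panel and 2.08% and 0.808% in the right panel.

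In alveolar fibroblast-like cells Lgals1 (chromosome 15, 78926725 to 78930465) had 978 CPM in intermittent hypoxia and 330 in normoxia, Tuba1a and Rasl11a rose by 1.30 and 1.28, and Zbtb16, Rasgef1b and Arntl had log2 ratios of -2.63, -2.25 and -2.10. Adventitial fibroblast-like cells shared the low ratio of Zbtb16, at -2.29, with Sult1e1 at -2.33 and Adamts9 at -1.92. There S100a4 rose by 1.85 and Nr1d1 by 1.34, and 10 cells held 80.5% of the Sult1e1 UMIs. S100a4 was highest in gamma-delta T-like cells, at 2130 CPM, so free RNA could not be told from its expression. Cytl1 (chromosome 5, 37735519 to 37739820) had 2256 UMIs in this class in intermittent hypoxia and 0 in normoxia, at least 467-fold higher against the floor of 3 counts, but all of them lay in 4 of the 402 cells.

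In neutrophil-like cells Lrg1 (chromosome 17, 56119678 to 56122001) had 125 CPM (interval 102 to 151) against 671 (638 to 704), with Steap4 and Bcl2l1 at log2 ratios of -2.42 and -2.17. Bcl2a1b and Lamtor4 rose by 1.59 and 1.55. Emp2 rose by 1.86 there but was highest in aerocyte-like cells, at 3675 CPM, so free RNA could not be told from expression. In B-like cells Ptpn22 (chromosome 3, 103859795 to 103912247) had 82.2 CPM (75.8 to 89.1) against 331 (319 to 344), Emb and Xbp1 had log2 ratios of -1.66 and -1.64, and Rbm3 and Snrnp25 rose by 1.12 and 1.06. Rps27rt rose by 1.22 in B-like and 1.23 in T-like cells. It is a copy of a ribosomal protein gene, so its counts are uncertain. T-like cells also had Tomm6 and Emp3 higher by 0.98 and 0.97, and Elovl6, Mfhas1 and Ist1 at -2.08, -1.42 and -1.34.

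In AT1-like cells Arhgdig, Mrpl17 and Tomm6 rose by 1.53, 1.48 and 1.45, and Arrdc3, Errfi1 and Rasgef1b had log2 ratios of -2.08, -1.72 and -1.36. In alveolar macrophage-like cells H2-Ab1, Scand1 and Timm10b rose by 1.60, 1.28 and 1.21, and Ccdc162, Slc7a11 and Ccnd3 had ratios of -1.87, -1.39 and -1.37. H2-Ab1 was highest in conventional dendritic 1-like cells, at 6728 CPM, so free RNA could not be told from expression there. The same limit holds for Slc7a11 and Ccnd3, highest in neutrophil-like cells at 1292 and 1488 CPM. It also holds for Ccdc162, highest in ciliated-like cells at 911 CPM. Other named genes, such as Emb in B-like cells, were also highest in another class, and free RNA stays open for them. In alveolar macrophage-like cells, 10 cells held 52.7% of the Slc7a11 UMIs.

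Changes shared by classes were counted as the number of classes in which a gene moved by at least 1. Classes of the same 2 pools are not replicates. Ubb (chromosome 11, 62551171 to 62553213) rose in 15 of 24 classes, Ndufa13 (chromosome 8, 69894180 to 69902558) in 13 of 23, Scand1 in 12 of 23, Tuba1a in 10 of 21 and Ndufb7 in 10 of 23. Ddx21 (chromosome 10, 62580251 to 62602281) fell in 12 of 22 classes, Prpf4b and Lncpint in 11, Xbp1 in 10 and Man2a1 in 9. Intron length was 99 to 7128 bases in the genes that rose. In those that fell it was 16854 to 147152 bases, apart from Xbp1 with 1987. The trend with intron length given under other observations goes the same way, so these shared changes may come from it. The largest number of classes for a rise was 22 with median-ratio scaling, the alternative that moved it most, and the largest for a fall was then 9.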

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

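Of the tests below, those of mixed RNA and of kept doublets were chosen only after the result was seen, and those of the inflammation and immediate early gaps after that of the interferon gap. Groups of 1 library allow no search for outlying samples. A biological difference between the exposures stays open for each pattern and was not tested.

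In 4 gene lists, 1 class or more had a median below 0 and under the 2.5th percentile of expression-matched random lists while others had one above 0 and over the 97.5th. These differences between classes were not tested. The interferon list had a median log2 ratio of -1.0 in interstitial macrophage-like cells and 0.55 in venous endothelial-like cells. A trend with transcript length, intron length, GC content and expression is argued against as the cause of this gap, since taking off the medians of genes matched on these properties left it at 1.36 of 1.55. The inflammation list had medians of -0.97 in venous endothelial-like and 0.82 in NK-like cells, resting on 9 and 6 members, and the gap stayed at 1.66 after matching. The immediate early and heat shock list had medians of -0.77 in platelet-like and 0.60 in dividing cells, and its gap was 1.42 after matching. Response to the dissociation of the tissue was not tested and stays open for this list.

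The mitochondrially encoded list had medians of -0.49 in platelet-like and 0.60 in ciliated-like cells. In ciliated-like cells the mitochondrially encoded share of OXPHOS UMIs rose by 3.13 points, against a fall in the other classes. Of ciliated-like cells, 27.7% had over 10% mitochondrial UMIs in intermittent hypoxia (interval 19.3 to 37.5) and 5.52% in normoxia (2.56 to 10.2). With at most 10% mitochondrial UMIs the difference was -1.77 points. That limit picks cells by the measured share itself, and under it neutrophil-like cells moved the other way, from -5.60 to 2.75 points, so cells of high mitochondrial share cannot be told apart from a change within cells as the source. The difference was also negative, at -3.40 points, with called doublets kept, when 138 and 175 cells were ciliated-like in place of 101 and 163. Neither the platelet-like value nor the reason for the cells of high mitochondrial share was tested.

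An unnamed cluster of 51 barcodes held cells of intermittent hypoxia and 0 of normoxia, where a count of 0 allows up to 0.0361% of cells. Its leading genes were Il2ra, Sfta3-ps, Cox6a2, Ndnf, Cdh13, Lama3, Acoxl, Itgb6, Arhgef38 and Col4a4. AT1 was the class with the highest marker score, with 9 of 10 detected markers raised. Ndnf, Lama3, Itgb6 and Col4a4 also led an AT1-like cluster. An AT1-like origin was not tested and stays open. These barcodes may hold mixed RNA of several classes. Thinned to 700 UMIs, 44 of them had markers of a median of 14 classes, against 9 for 769 other barcodes of that library under 2000 UMIs. Doublets of cells with few UMIs and droplets with much free RNA were not told apart. Another unnamed cluster held 33 cells in intermittent hypoxia (0.460%, interval 0.317 to 0.645) and 16 in normoxia (0.193%, 0.110 to 0.313), and its leading genes were Myl7, Sln, Myl4, Tnni3, Tnnt2, Mb, Csrp3, Tcap, Fabp3 and Tnnc1. Its cause was not tested.

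Among barcodes outside the comparisons, 2.21% in intermittent hypoxia had over 25% mitochondrial UMIs (interval 1.90 to 2.56) and 1.49% in normoxia (1.25 to 1.76). Barcodes with under 300 genes, also left out, went the other way, at 2.11% in intermittent hypoxia (1.81 to 2.45) and 4.05% in normoxia (3.66 to 4.48). Cell damage during preparation was not tested.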

How the results depend on the processing

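Of the alternatives, doublets removed at the expected rate in both libraries and random lists matched on 4 gene properties were chosen after the data had been seen. Depth, with a ratio of median UMIs between 1.16 and 1.19 over its alternatives, stayed within its counting interval. Of 187 values for the share of a single class, 183 stayed within their counting intervals and 4 moved. The summed difference in class shares moved beyond its interval with a minimum of 1000 UMIs, to 15.6%.

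The overall difference in the mitochondrially encoded share stayed negative under its alternatives. It was -5.50 points with at most 10% mitochondrial UMIs, -4.89 with doublets at the expected rate in both libraries, -4.89 with equal weight per class, -2.32 as the mean of each cell's share and -5.64 without mt-Co1, the gene with most UMIs. The single-cell mean gives cells with few UMIs the weight of deep ones. Of 140 values for a single class, 3 reversed: ciliated-like cells at -1.77 points and neutrophil-like cells at 2.75 points with at most 10% mitochondrial UMIs, and ciliated-like cells at -3.40 points with called doublets kept. Another 50 moved in size. The causes were not settled.

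The typical absolute log2 ratio was 0.35 with median-ratio scaling, 0.35 with a pseudocount of 10 CPM, 0.39 as the mean over cells and 0.39 with called doublets kept. Median-ratio scaling raised each gene list, by construction, since it sets the median of all genes to about 0. It gave 0.31 for mitochondrially encoded OXPHOS, 0.35 for hypoxia genes, -0.29 for the clock, 0.42 for antioxidant genes, 0.31 for immediate early genes, 0.27 for inflammation, 0.73 for nuclear encoded OXPHOS, 0.61 for mitochondrial and 0.89 for cytosolic ribosomal proteins. It reversed the list of mitochondrial biogenesis, dynamics and quality control, to 0.10.

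With members of at least 50 CPM, hypoxia genes were at 0.29, antioxidant genes at 0.37, immediate early genes at 0.18 and mitochondrial ribosomal proteins at 0.57. With a pseudocount of 10 CPM, nuclear encoded OXPHOS was at 0.53 and mitochondrial ribosomal proteins at 0.37. With called doublets kept, immediate early genes were at 0.26, nuclear encoded OXPHOS at 0.62 and mitochondrial ribosomal proteins at 0.52, and with doublets at the expected rate in both libraries nuclear encoded OXPHOS was at 0.62. Apart from the reversed list, the lists kept their direction. The causes were not tested.

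Matching random lists on transcript length, intron length and GC content as well as expression changed which lists stood out. Classes above the 97.5th percentile became 3 in place of 14 for hypoxia genes, 4 in place of 18 for antioxidant genes, 1 in place of 5 for immediate early genes, 1 in place of 3 for inflammation and 0 in place of 2 for interferon. Classes below the 2.5th percentile became 1 in place of 0 for hypoxia genes and 2 in place of 0 for antioxidant genes. For immediate early genes they became 9 in place of 3. For inflammation they became 3 in place of 2, and for cytosolic ribosomal proteins 1 in place of 0. The matched lists themselves had a median over classes of 0.11 for hypoxia genes and 0.16 for antioxidant genes, below the 0.19 and 0.28 of the lists. For immediate early genes and inflammation the matched medians were 0.28 and 0.13, above the 0.15 and 0.10 of the lists. The mitochondrially encoded list was not matched in this way.

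Of 309 log2 ratios of named genes, 268 stayed within their counting intervals, 41 moved and 0 reversed. Of 30 numbers of classes for genes shared by many classes, 5 moved by more than 1.5 times.

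The platelet class limits what single genes can show, with 202887 and 159221 UMIs in its sums against 7840044 and 8396845 for alveolar fibroblast-like cells. No paired analysis was possible because each group has 1 library, whose number only names it. For the same reason other splits of the samples could not be drawn.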

Other observations

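Tests of the class mix, of deep and shallow cells, of the mitochondrial genes with low log2 ratios, of free RNA for the hypoxia genes, of transcript length, of the paired mitochondrial genes, of blood and of Cytl1 were chosen only after the result was seen.

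Gene structure went with the changes in all compared classes. Across genes, which are not independent replicates, the log2 ratio had a median rank correlation over classes of -0.53 with intron length (range -0.65 to -0.31), -0.31 with transcript length and 0.27 with GC content. With the other properties and expression held constant, the medians were -0.45 for intron length, -0.16 for transcript length and 0.15 for GC content, each with the same sign in 24 of 24 classes. The nuclear RNAs Malat1 and Neat1 fell in 24 and 23 of 24 classes. This pattern may come from a smaller share of unspliced or nuclear RNA in the intermittent hypoxia library. Whether that share differed in the tissue or arose in handling or counting cannot be decided with 1 library per group.

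The rise of nuclear encoded OXPHOS transcripts has to be read against that trend. Genes matched on the 4 properties themselves had a median log2 ratio over classes of 0.30. The list exceeded them by a median of 0.26 (range 0.16 to 0.44), and passed the 97.5th percentile of matched lists in 23 of 24 classes. The trend may thus be a large part of the rise but, as far as the matching removes it, not the whole. Each member was matched only to its 50 nearest genes. The cytosolic and mitochondrial ribosomal protein lists also passed, in 20 and 21 classes, so a remainder of the trend stays open. A different mix of classes is argued against by the difference of -4.89 points at equal weight, and the mitochondrial limit by -4.98 points without it. Free RNA cannot be told apart. In the 4 classes with 50 cells per library on both sides of 10000 UMIs, the mean difference was -5.78 points in the deeper cells and -2.22 in the shallower ones, but adventitial fibroblast-like cells had the larger fall in shallow cells and shallow alveolar fibroblast-like cells rose, by 2.95 points. Without the 5 mitochondrially encoded genes with a log2 ratio below -0.1 over all cells, the difference was -4.25 points, and -3.97 points without mt-Nd2, at -0.02, as well. A hypothesis of altered mito-nuclear balance under intermittent hypoxia stays open, as does a difference in library preparation.

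The pairs of mitochondrial genes that share a transcript went apart: mt-Atp8 fell while mt-Atp6 rose in 23 of 24 classes, and mt-Nd4l fell while mt-Nd4 rose in 19. A change in the amount of the shared transcripts would move both genes of a pair alike, which these counts argue against. Where along these transcripts the reads lay was not tested.

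Hypoxia genes in general capillary endothelial-like cells lay at the 100th percentile of lists matched on the 4 properties, so that trend is not a likely whole cause. Free RNA cannot be told apart for the list as a whole. With the rise in UMIs per B-like cell taken off each gene, the median over its 21 members was 0.39 in place of 0.88. This counts the whole rise in B-like cells as free RNA, although their own expression and greater depth may add to it. It carried Gapdh from 1.62 to -2.38 and Pgam1 from 0.65 to -1.43, so it may take off too much and does not measure free RNA. At equal depth Ankrd37 was in 2.08% of B-like and 19.1% of capillary-like cells of intermittent hypoxia, but Gapdh in 20.8% and 21.0%. A shift between sub-types cannot be told apart from a change within them: of 8 sub-clusters, 1 had 50 cells in each library, and the list rose in that 1, which held 23.3% of these cells. Cd74 rose there by 2.82, while 14 other markers of B-like cells had a median log2 ratio of 0.79, which argues against RNA of B-like cells as its main source.

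The lower shares of neutrophil-like and classical monocyte-like cells are unlikely to come from doublet removal, as the ratios of these shares were 0.38 and 0.41 with called doublets kept. A loss of cells below the UMI minimum cannot be told apart, since the deposited barcodes all had at least 500 UMIs. The ratio of the neutrophil-like shares of 0.41 with a minimum of 1000 UMIs does not bring such cells back. More blood left in the normoxia lungs cannot be told apart from a change in these cells. The ratio of the platelet-like shares was 1.38, but with overlapping intervals, from 75 and 63 cells, so it decides nothing. NK-like cells were also a lower share, at 3.05% against 4.20%, and Hbb-bs fell by 1.70 on the log2 scale over all cells, which both go with it. A single B-like cell held 2914 of the 3696 Hbb-bs UMIs in intermittent hypoxia, so the Hbb-bs value rests on few cells. Outside B-like cells there were 692 UMIs against 7065, a log2 ratio of -3.24.

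The Cytl1 difference in adventitial fibroblast-like cells may come from a few cartilage-like cells in 1 pool. The 4 cells with Cytl1 held 98.4% of the class's 505 UMIs of Acan, Col2a1, Col9a2 and Snorc. Other genes chosen after their values were seen show the same reach of a few cells: Jchain had 22 UMIs in intermittent hypoxia and 5702 in normoxia, where 10 barcodes held 99.2% of them, and Cfd had 1425 and 4, with 99.7% in 10 barcodes of intermittent hypoxia.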
